A study of Homo sapiens with 5 samples. Its data were reported in "The transcription factor CBFB suppresses breast cancer through orchestrating translation and transcription" (2019).

How the data were processed

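The data were 5 RNA sequencing libraries from MCF10A, an established line of human breast epithelial cells that does not form tumours. RNA immunoprecipitation (RIP) pulls a protein out of a cell lysate with an antibody and recovers the RNA that comes with it. RIPseq sequences that RNA and sets it against the input, the RNA of the same kind of cells without immunoprecipitation. Per the labels, 1 library was the input of cells expressing FLAG-tagged CBFB and 1 was the RIP from those cells, while 1 was the input of parental cells and 2 were hnRNPK RIP repeats from parental cells. Each sample was assigned to its group by its title. No mock immunoprecipitation was analysed here.

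Per the labels, RNA was extracted with Trizol, cleaned on columns, and made into libraries with a TruSeq mRNA kit. The study's methods describe rRNA removal for RNAseq, and the labels do not say whether that step applied to these libraries. The authors quantified each library with RSEM, which assigns reads to transcripts and sums them by gene. The deposited expected counts are RSEM's estimated counts, which need not be whole because a read that matches several genes is shared among them. The deposited FPKM values are those estimates per kilobase of effective transcript length and scaled to the total fragments of the library. Per the file headers, each gene also has a mean transcript length weighted by abundance. The aligner, the RSEM version, the genome build and the annotation release were not stated. The tables of the FLAG-CBFB cell libraries also carried a few hand-written gene symbols in an extra column, which were not used here.

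Each of the 5 tables held 56632 Ensembl gene identifiers in the same order. Of these, 50276 were named through a table of gene names and GENCODE release 29 (GRCh38), and 1220 more through a single GENCODE gene that holds their transcripts. One of the latter is KMT2B, listed under an older identifier. Coordinates are those of GENCODE 29 on GRCh38, because the tables hold none.

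The study plots what it calls mean adjusted FPKM + 1 on the log2 scale and does not say how the adjustment was made. The enrichment here, from FPKM with centring after the log, is a reading of it. The log2(FPKM + 1) of the RIP minus that of its own input was centred on its mean over the analysed genes, which were the 11764 genes with a mean FPKM of at least 1 over the 5 libraries. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes before centring. Centring then raises every gene by the mean fall, so a gene too weak to fall that far ends with an enrichment that is too high. A gene was called enriched above a centred log2 enrichment of 2, that is 4-fold. For hnRNPK, the mean of the 2 repeats against the 1 parental input was used. FLAG-CBFB RIP had 1 library per arm, so no test was run on it. The position of a gene list was described by 10000 random lists of the same size, matched on mean FPKM in 20 bins. That mean is over all 5 libraries, RIPs included. Shares of counts have 95% Wilson intervals, and the smallest share a library can show was taken as 3 counts of its total. Reads carried no molecular identifiers that were used here, so intervals and floors cover counting error only.

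The genes named in the text followed a rule set before the data were examined. CBFB, HNRNPK, RUNX1, GAPDH, EIF4B and a panel of 16 transcripts that the study also measured by real-time PCR were always included. Added to them were the 5 genes with the highest CBFB enrichment, the 5 with the highest mean hnRNPK enrichment among those above 2 in both repeats, and the 3 with the lowest CBFB enrichment. The 3 genes with the lowest hnRNPK enrichment among those below -1 in both repeats and the 5 highest CBFB-enriched genes that were not hnRNPK-enriched completed the set. Each added gene needed at least 50 expected counts summed over the libraries of its comparison. A few mitochondrial and keratin genes are named beyond this rule, where their group is described, and PHLDA1-AS1, as the gene with the lowest ratio in the test for carry-over of reads.

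Alternatives set before the data were examined were a pseudocount of 0.1, no centring, centring on the median, FPKM scaled to an equal arithmetic mean, all genes, genes with a mean FPKM of at least 5, and genes with an effective length of at least 300 nt. Others were the opposite input, a 2-fold threshold, each hnRNPK repeat alone, both repeats above the threshold, and log2 CPM of the expected counts (prior count 2) with TMM factors or with DESeq2 size factors. The expected counts were also rounded to whole numbers and tested, 2 hnRNPK RIP libraries against 1 input, with edgeR's quasi-likelihood test and with DESeq2, calling genes above a log2 fold change of 2 with a Benjamini-Hochberg adjusted p under 0.05. These tests take their spread from the RIP repeats alone. Scaling the RIP before the pseudocount was added and rescaling without mitochondrial genes were chosen after seeing the data.

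The calculations were tested on simulated counts for the 11764 analysed genes, drawn from the mean counts of the inputs and the real library totals. In the RIP libraries 200 genes were raised 8-fold, chosen among genes with a mean of at least 100 input counts. The simulated RIPs thus lacked the large mitochondrial share of the real ones and the fall it brings. The simulation could not show how weak genes fare under centring. The FLAG fold enrichment recovered 197 of the 200 genes with 0 false calls and the hnRNPK fold enrichment 199 with 2 false calls. Both edgeR and DESeq2 recovered 200 with 0 false calls. Of 100 random lists tested against their own random lists, 6 fell below 0.05. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.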

Results

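RIPseq was used to ask which transcripts CBFB binds in MCF10A cells and whether hnRNPK binds the same ones. CBFB is the non-DNA-binding subunit of the core binding factor, whose partner is RUNX1, and hnRNPK is an RNA-binding protein that prefers C-rich sequence. The 5 libraries were an input and a FLAG-CBFB RIP from cells expressing FLAG-CBFB, and an input and 2 hnRNPK RIP repeats from parental cells. Only the hnRNPK RIP was repeated. Every CBFB value and every input value therefore rests on a single library.

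The libraries held between 69786576 and 106855647 expected counts. The input of FLAG-CBFB cells had 106855647, the FLAG-CBFB RIP 90861717, the parental input 69786576, and the hnRNPK RIP repeats 103039200 and 90519234. The smallest share that 3 counts can show lay between 2.8e-08 and 4.3e-08 of a library.

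Composition differed sharply between inputs and RIPs. The 37 mitochondrial genes took 4.27% of counts in the FLAG-CBFB cell input (95% Wilson interval 4.26 to 4.27%) and 62.18% in the FLAG-CBFB RIP (62.17 to 62.19%). They took 11.18% in the parental input (11.17 to 11.19%), 84.51% in hnRNPK RIP repeat 1 (84.51 to 84.52%) and 86.58% in repeat 2 (86.57 to 86.59%). The difference between the hnRNPK repeats was small beside the gap between either and the parental input. Most of this was mitochondrial mRNA, which made up 61.3% of the FLAG-CBFB RIP. The most abundant single gene was MT-CYB in the FLAG-CBFB RIP with 10.6% of counts, and MT-CO1 in the hnRNPK RIPs with 14.8% and 15.1%. The counts left for all other genes came to 34365672 in the FLAG-CBFB RIP and to 15958095 and 12147530 in the hnRNPK RIPs, against 102296600 and 61984255 in the inputs. Genes with an FPKM of at least 1 numbered 12764 and 12941 in the inputs, 10494 in the FLAG-CBFB RIP, and 6338 and 5960 in the hnRNPK RIPs.

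**Figure D1:**
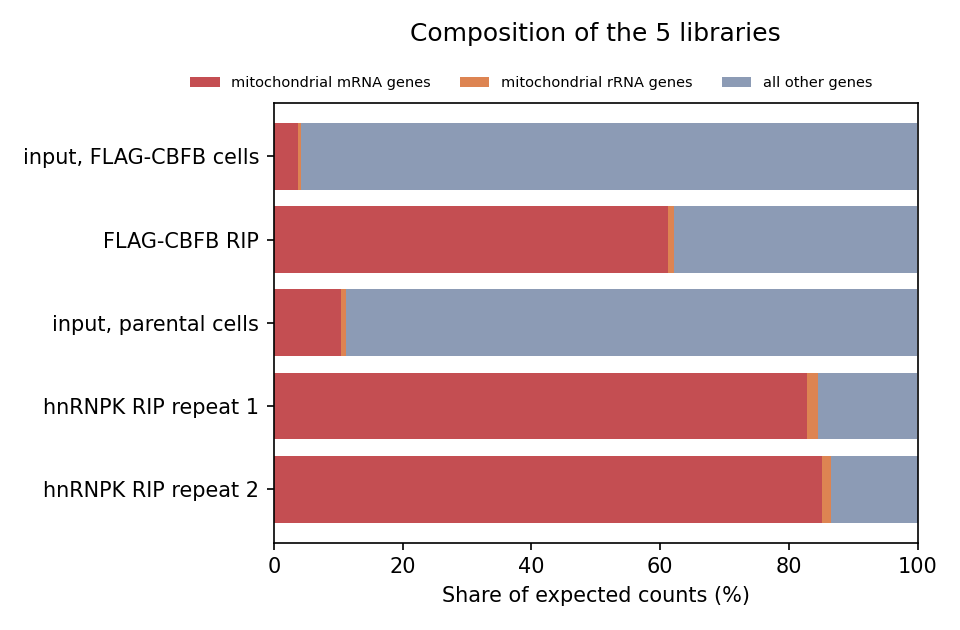
Share of expected counts (%) taken by mitochondrial mRNA genes, mitochondrial rRNA genes and all other genes in each of the 5 libraries, 1 bar per library. Mitochondrial genes take 4.27% and 11.2% of the inputs, 62.2% of the FLAG-CBFB RIP, and 84.5% and 86.6% of the hnRNPK RIPs.

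Because of this, the FPKM of most other genes was lower in a RIP than in its input. The mean log2 ratio over the 11764 analysed genes was -1.34 for the FLAG-CBFB RIP and -2.61 and -2.68 for the hnRNPK RIPs, against -0.03 between the inputs. Enrichment below is given relative to these means. It shows which transcripts gained relative to the average gene, and a positive value can go with a fall in FPKM.

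To see how closely the hnRNPK repeats followed each other, their enrichment was compared gene by gene. The difference between them had an SD of 0.35 across genes, and the correlation across genes was r = 0.972. Genes are not independent replicates, so no p-value is attached. Their counts differed by far more than sampling noise, with a chi-square of 89.6 per degree of freedom, so they were not 1 library listed again. The largest shift among the alternatives came from log2 CPM, which took the SD to 0.67.

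The inputs gave the background. Between them, 61 genes had a centred log2 ratio above 2 and 96 below -2, or 157 in all. With a pseudocount of 0.1 this rose to 244, and at a 2-fold threshold to 1126. The cells and the libraries differ together here, as each cell line had 1 input.

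For CBFB, 514 of the 11764 genes (4.37%) were enriched more than 4-fold in the FLAG-CBFB RIP over its input, and 11 were below -2. Without centring the number was 187. Among the alternatives it ranged from 91, when FPKM was scaled to an equal arithmetic mean, to 1091 at a 2-fold threshold. Protein-coding genes made up 381 of the 514, a class that includes mitochondrial mRNAs. Mitochondrial genes numbered 14, and nuclear pseudogenes of mitochondrial genes another 14. These pseudogenes share reads with the mitochondrial genome and are uncertain. All 13 mitochondrial mRNAs were among the 514, with a CBFB enrichment between 4.28 and 7.33 and a median of 5.52.

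The highest CBFB enrichment was that of MT-ND3 (ENSG00000198840) at 7.33, where FPKM rose from 3061 in the input to 193984 in the RIP. TUBA1B-AS1 (ENSG00000258017), an antisense transcript, followed at 7.08 but had only 15 counts in the input. MT-CYB was at 6.65. SF3A2 (ENSG00000104897) was at 6.38, with 6484 counts in the input and 184501 in the RIP. ENSG00000255594 was at 6.39, and it was listed at 0 in the input of FLAG-CBFB cells and at 46.6 FPKM in the parental input. The lowest values belonged to RPL17-C18orf32 at -4.33, ENSG00000226958 at -2.72 and PIGY at -2.21. RPL17-C18orf32 is a read-through gene whose reads overlap those of RPL17, its FPKM also differed between the inputs, 2272 against 224, and it is uncertain.

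For hnRNPK, 965 genes (8.20%) were enriched more than 4-fold on the mean of the repeats, and 734 were below -2. The repeats taken singly gave 1017 and 951 genes, and 860 genes passed in both. Of the 965, 79 had a mean RIP FPKM under 1, and 11 of those were listed at 0 in the parental input and both RIPs, so that their value came from centring alone. The count fell to 37 with FPKM scaled to an equal arithmetic mean, and rose to 1805 and 1845 with edgeR's quasi-likelihood test and DESeq2 at a Benjamini-Hochberg adjusted p under 0.05.

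Among genes above 2 in both repeats, MTND4P12 (ENSG00000247627), a nuclear pseudogene of a mitochondrial gene, had the highest mean hnRNPK enrichment at 8.66 ± 0.07 (SD, n = 2). ENSG00000262413 was at 8.33 ± 1.20, with 0 counts in the parental input. MTATP8P1 was at 6.81 ± 0.02, MT-ATP8 at 6.52 ± 0.06 and MT-ND1 at 6.50 ± 0.04. Both pseudogenes are uncertain for the reason given above. The lowest were ENSG00000234648 at -5.38 ± 0.52 and SRP9P1 at -4.35 ± 0.10, both pseudogenes with fewer than 10 counts in each hnRNPK RIP, and MIF at -3.87 ± 0.19. Each of these departures exceeded the spread between the repeats, but both repeats use the same parental input, so that spread holds no input error. The log2 ratio of the FLAG-CBFB cell input to the parental input was -3.87 for ENSG00000234648, -2.09 for SRP9P1 and -1.21 for MIF.

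**Figure D2:**
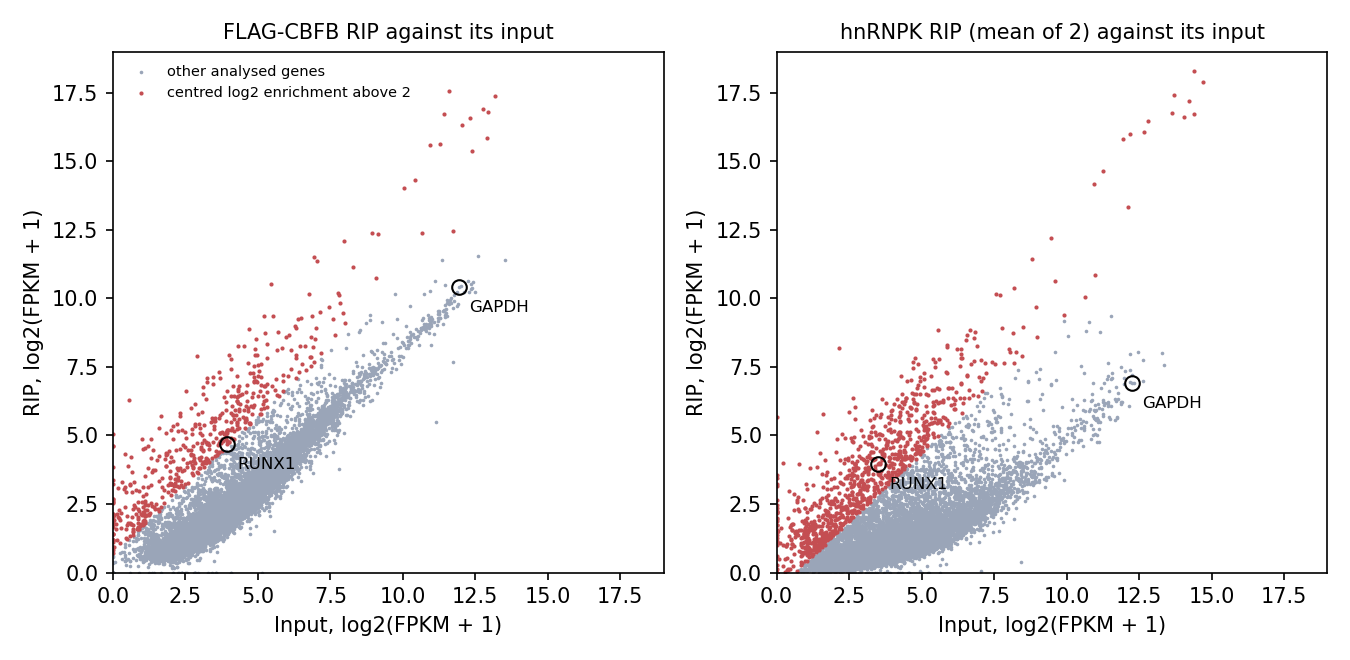
RIP against input in log2(FPKM + 1) for the 11764 analysed genes, for the FLAG-CBFB RIP (left) and the mean of the 2 hnRNPK RIPs (right), 1 point per gene. Genes with a centred log2 enrichment above 2 are red, 514 on the left and 965 on the right, and RUNX1 lies among them in both panels while GAPDH does not.

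RUNX1 (ENSG00000159216), on chromosome 21 from 34787801 to 36004667 on the minus strand in GENCODE 29 on GRCh38, is the transcript that the question started from. GAPDH (ENSG00000111640, chromosome 12 from 6533927 to 6538374, plus strand) served as the unbound control. RUNX1 had a CBFB enrichment of 2.13, from 9003 counts in the input and 13542 in the RIP, with a 95% counting error of 0.04. Its FPKM went from 14.1 to 25.1. Its hnRNPK enrichment was 3.09 ± 0.28 (SD, n = 2), with FPKM of 10.4 in the parental input and 17.3 and 12.2 in the RIPs. GAPDH had a CBFB enrichment of -0.18 and an hnRNPK enrichment of -2.69 ± 0.04. The difference between RUNX1 and GAPDH does not depend on the centring. It was 2.31 in the FLAG-CBFB RIP and 5.78 ± 0.24 in the hnRNPK RIPs. The hnRNPK difference was many times the spread between repeats, while the CBFB difference has no replicate check. RUNX1 on its own does depend on the scaling. With FPKM scaled to an equal arithmetic mean it was at -0.08 for CBFB and -0.34 for hnRNPK.

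The transcripts of the immunoprecipitated proteins were also read out. The CBFB transcript (ENSG00000067955) was at 0.67 in the FLAG-CBFB RIP and at -1.03 ± 0.10 in the hnRNPK RIPs. Its FPKM was 53.9 in the input of FLAG-CBFB cells and 32.2 in the parental input. HNRNPK (ENSG00000165119) was at -0.59 and -2.59 ± 0.22. EIF4B (ENSG00000063046), which encodes a translation initiation factor, was at -1.29 and -1.20 ± 0.30. Its FPKM differed between the inputs, 486 against 200.

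The main comparison asked whether CBFB-enriched transcripts were also hnRNPK-enriched. Of the 514 CBFB-enriched genes, 446 (86.8%, 95% Wilson interval 83.6 to 89.4%) passed the threshold for hnRNPK, against 519 of the 11250 other genes (4.61%). The interval treats genes as independent draws and holds no error between libraries. In 10000 random lists matched on mean FPKM the share had a median of 9.92% and a maximum of 14.59%, and 0 lists came as high. Read the other way, 46.2% of hnRNPK-enriched genes were CBFB-enriched. The shared percentage fell to 25.3% with FPKM scaled to an equal arithmetic mean, the alternative that moved it most, where the random lists still did not reach it.

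The median hnRNPK enrichment of the CBFB-enriched genes was 3.38. Random lists had a median of -0.51 and a maximum of -0.21, and 0 of 10000 came as high. Across all analysed genes the correlation between CBFB and hnRNPK enrichment was r = 0.642 (Spearman's rho 0.477), which describes genes within these libraries and not replicates. Taken over all genes in the tables r was 0.864, while with a pseudocount of 0.1 rho fell to 0.232.

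**Figure D3:**
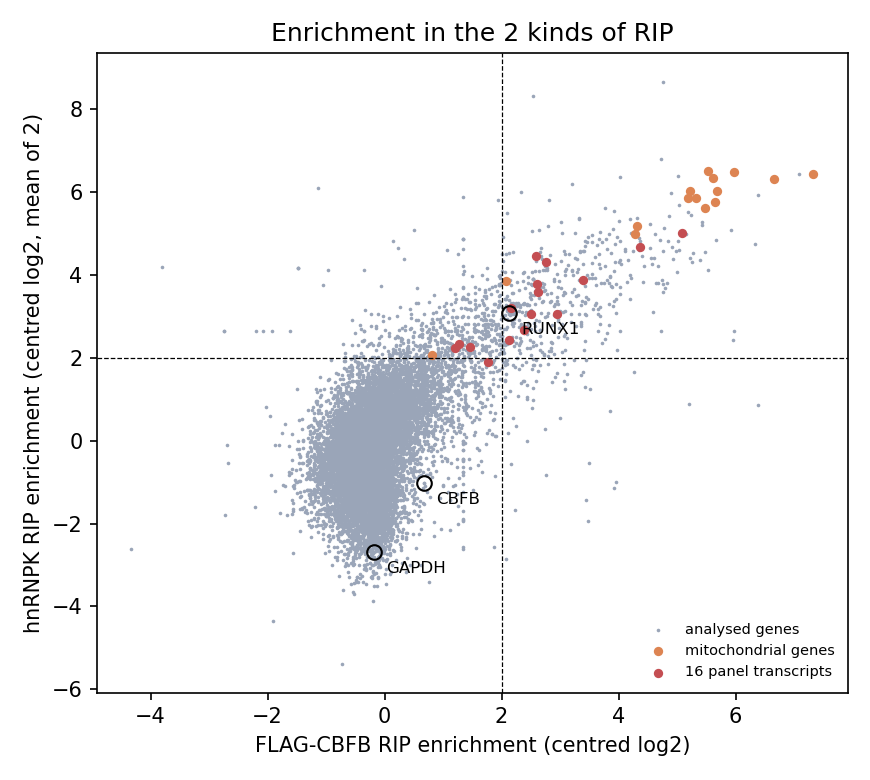
Centred log2 enrichment in the FLAG-CBFB RIP (x axis) against the mean of the 2 hnRNPK RIPs (y axis) for the analysed genes, with the threshold of 2 as dashed lines, mitochondrial genes in orange and the panel in red. The upper right corner holds 446 genes, and the panel lies between 1.20 and 5.09 on the x axis.

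A total of 68 CBFB-enriched genes were not hnRNPK-enriched. The 5 highest with enough counts were ENSG00000255594, ENSG00000255824, ENSG00000255114, KRT86 and HBA1. All of them had a lower FPKM in the input of FLAG-CBFB cells than in the parental input, and the first, the second and KRT86 were listed at 0 in the former. The hnRNPK repeats of ENSG00000255594 differed with an SD of 2.15. Only 9 of the 514 genes had a negative mean hnRNPK enrichment.

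The panel of 16 transcripts was examined last. It was drawn from transcripts that had been called bound, so its position is not independent of these libraries. All 16 were above 0 in the FLAG-CBFB RIP and in both hnRNPK RIPs. Above the threshold of 2 were 12 for CBFB and 15 for hnRNPK, and 12 for both. The median CBFB enrichment was 2.55, against a random-list median of -0.27 and maximum of 0.99. The median hnRNPK enrichment was 3.14, against -0.73 and 1.73. FOSL1 was the highest for both proteins at 5.09 for CBFB and 5.02 ± 0.14 for hnRNPK, followed by GSK3A at 4.37 and 4.68 ± 0.26. The transcripts under 2 for CBFB were SUFU (1.20), NUMBL (1.27), SETD1A (1.46) and PKM (1.77). PKM was the one under 2 for hnRNPK at 1.89 ± 0.55, and its repeats, at 1.51 and 2.28, lay on either side of the threshold. FPKM as deposited, with no centring, put SUFU and NUMBL below 0 for CBFB at -0.13 and -0.07, and put TGFB1, SETD1A, SUFU, NUMBL and PKM below 0 for hnRNPK.

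**Figure D4:**
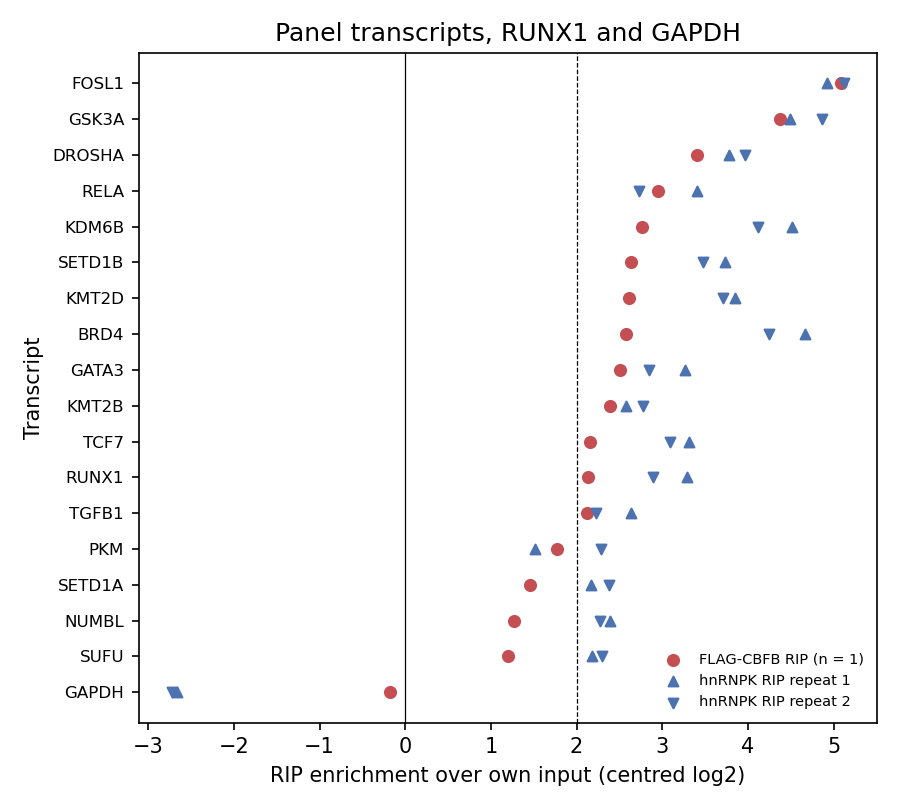
Centred log2 enrichment of the 16 panel transcripts, RUNX1 and GAPDH in the FLAG-CBFB RIP (circles, n = 1) and in each hnRNPK RIP repeat (triangles), with the threshold of 2 dashed. All panel transcripts lie above 0, from 1.20 for SUFU to 5.09 for FOSL1 in the FLAG-CBFB RIP, and GAPDH lies below 0.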

Values the study reported

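By RIPseq the study called 837 transcripts CBFB-bound at more than 4-fold enrichment, and 1752 hnRNPK-bound. It reported that 755 of the CBFB-bound transcripts (90%) were shared with hnRNPK. Out of 12388 transcripts considered, it put the CBFB-bound fraction at about 7%, rising to 1606 transcripts (about 14%) when the cutoff was lowered to 2. By RIP with real-time PCR it detected both proteins on all 16 transcripts of the panel.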

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

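Of the tests below, those on centring were chosen only after the result was seen. CBFB and KRT86 moved in opposite directions in the FLAG-CBFB RIP and in both hnRNPK RIPs, each against its own input. The difference was not tested, because the FLAG-CBFB RIP was a single library.

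The CBFB transcript was at 0.67 in the FLAG-CBFB RIP and at -0.96 and -1.10 in the hnRNPK RIPs, a difference of 1.70 from the hnRNPK mean. Without centring, the log2 ratio in the FLAG-CBFB RIP was -0.67, and -3.57 and -3.78 in the hnRNPK RIPs, but there nearly every gene is below 0 and the sign tells nothing about CBFB. The opposite signs held with median centring (0.86 against -0.92), pseudocount 0.1 (0.88 against -0.81), scaling before the pseudocount (0.91 against -0.66) and rescaling without mitochondrial genes (0.89 against -0.74). With the centring taken over all genes both were negative, -0.35 and -3.07. With TMM factors the values were 0.90 for CBFB and 0.18 for hnRNPK, and with DESeq2 size factors 0.94 and 0.35, of the same sign and with the difference down to 0.72 and 0.59. Against the other inputs it was wider, 1.43 against -1.79. A candidate explanation for what is left of the difference is the FLAG-CBFB transgene, whose RNA could enter the RIP with its own protein. The CBFB transcript was higher in the input of FLAG-CBFB cells than in the parental input by 0.75 on the log2 scale. With 1 input per cell line this rise has no replicate error, and gene totals do not separate transgene from endogenous reads, so the explanation was left open.

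KRT86 was at 3.96 in the FLAG-CBFB RIP and at -1.44 and -0.54 in the hnRNPK RIPs, a difference of 4.95. It was listed at 0 in the input of FLAG-CBFB cells and had 1846 counts in the parental input. Reads shared with close relatives may account for the size. The summed FPKM of KRT81, KRT83 and KRT86 gave a CBFB enrichment of 0.34, and -2.01 and -2.45 in the hnRNPK RIPs. The enrichment above 4-fold was thus gone, while the summed values kept opposite signs after centring. Without centring the summed log2 ratios were -1 in the FLAG-CBFB RIP and -4.62 and -5.13 in the hnRNPK RIPs. The opposite signs of the sum therefore rest on the centring. The value for KRT86 alone rests on the 0 in the input of FLAG-CBFB cells. Against the other input it was -0.05 for CBFB and 3.03 for hnRNPK. No biological explanation was tested.

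The mean transcript length column, which no comparison used, differed between the hnRNPK RIPs and their input. Among analysed genes with at least 100 counts in both libraries, 5.81% were over 1.5 times longer in hnRNPK RIP repeat 1 than in the parental input, and 5.66% in repeat 2. The level between the inputs was 3.50%, and in the FLAG-CBFB RIP it was 0.56%. Few counts did not account for it. Among genes with at least 1000 counts the lower of the repeats was still at 5.69%, against 3.41% between the inputs. The parental input itself may contribute. Set against the other input, the percentages were 1.64% and 2.22%, lower than against the parental input but higher than the 0.56% of the FLAG-CBFB RIP against its own input. Genes over 1.5 times shorter made up 1.28% and 2.85% there, so repeat 2 had more shorter than longer genes. With at least 1000 counts, however, 2.2% and 3.1% were longer and 0.701% and 2.34% shorter, so that longer genes outnumbered shorter ones in both repeats. Against the parental input 0.857% and 0.868% were shorter. The other input was shifted the same way against the parental one, with 3.50% longer and 0.0798% shorter. How much of the shift lies in the parental library and how much in the RIPs was not settled. No biological explanation was tested.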

How the results depend on the processing

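All alternatives except the last pair described were set before the data were examined. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. The medians of the CBFB-enriched list and of the panel stayed above all 10000 random lists under every alternative that was run for them, as did the shared percentage. Centring moves every gene by the same amount. Scaling FPKM before the pseudocount is added moves genes by unequal amounts. With an equal arithmetic mean, Spearman's rho between CBFB and hnRNPK enrichment was 0.58, against 0.477 without centring. With all genes rho was 0.773. It fell to 0.232 with a pseudocount of 0.1 and to 0.27 for genes with a mean FPKM of at least 5. TMM factors gave 0.251 and DESeq2 size factors 0.25. Scaling before the pseudocount gave 0.233, and rescaling without mitochondrial genes 0.244. The rank correlation thus depended on the processing. Without centring the median gene was at -1.53 for CBFB and -2.75 for hnRNPK, and at -2.33 and -3.35 with FPKM scaled to an equal arithmetic mean. With mean centring it was at -0.19 and -0.11. Where no cause is named below, the cause was not tested.

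Without centring, 187 genes were CBFB-enriched, 89 hnRNPK-enriched and 34.8% shared, and RUNX1 was at 0.79 for CBFB and 0.45 for hnRNPK. With an equal arithmetic mean the numbers were 91, 37 and 25.3%, the correlation was 0.666, and RUNX1 reversed to -0.08 for CBFB and -0.34 for hnRNPK. The panel's hnRNPK median was then -0.26, below 0 but above the random lists.

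With all genes, 242 were CBFB-enriched, 187 hnRNPK-enriched and 50.4% shared, and RUNX1 was at 1.10 and 1.05. The correlation was then 0.864 and the repeat difference had an SD of 0.17, both of which include the many genes without signal. Genes with a mean FPKM of at least 5 gave 93.8% shared, a correlation of 0.696, RUNX1 at 3.55 for hnRNPK and 66 genes between the inputs. Genes with an effective length of at least 300 nt gave 93 between the inputs. A pseudocount of 0.1 gave 91.2% shared, a correlation of 0.598, RUNX1 at 2.39 and 3.92, 244 genes between the inputs and a repeat SD of 0.60.

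Log2 CPM with TMM factors gave 1689 hnRNPK-enriched genes, 93.0% shared, RUNX1 at 2.61 and 4.71 and a repeat SD of 0.67. With DESeq2 size factors the values were 1831, 93.8%, 2.65, 4.89 and 0.67. The count tests of the hnRNPK RIPs gave 1805 genes and 94.2% shared with edgeR's quasi-likelihood test, and 1845 and 92.4% with DESeq2. Against the other input the correlation was 0.617 and RUNX1 was at 2.56 for CBFB and 2.65 for hnRNPK. At a 2-fold threshold 1091 genes were CBFB-enriched and 2456 hnRNPK-enriched, while 1126 passed between the inputs in either direction.

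Across the fits that each left out one hnRNPK repeat, the hnRNPK-enriched genes ranged from 951 to 1017, the shared percentage from 85.2% to 89.5%, the median hnRNPK enrichment of the CBFB-enriched genes from 3.39 to 3.44, the correlation from 0.622 to 0.654, the panel median from 2.97 to 3.36 and RUNX1 from 2.89 to 3.29.

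Scaling the RIP before the pseudocount, chosen after seeing the data, gave 92.0% shared, RUNX1 at 4.0 for hnRNPK and a repeat SD of 0.63. Rescaling without the mitochondrial genes, also chosen after seeing the data, gave 91.6%, 3.89 and 0.57. Under these the enriched genes rose by less than 1.5 times.

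Among single named genes, some values crossed 0. Without centring, CBFB enrichment became -0.67 for CBFB, -0.13 for SUFU and -0.07 for NUMBL, and hnRNPK enrichment became -0.21 for TGFB1, -0.37 for SETD1A, -0.40 for SUFU, -0.32 for NUMBL, -0.75 for PKM, -1.79 for ENSG00000255594, -1.76 for ENSG00000255824, -0.99 for ENSG00000255114 and -1.94 for HBA1. With an equal arithmetic mean, CBFB enrichment became -1.56 for CBFB, -0.11 for TGFB1, -0.69 for SETD1A, -0.87 for SUFU, -0.85 for NUMBL and -0.49 for PKM. Under the same scaling hnRNPK enrichment became -0.39 for RELA, -0.18 for TCF7, -0.77 for KMT2B, -0.34 for GATA3, -1.03 for TGFB1, -1.08 for SETD1A, -1.04 for SUFU, -1.03 for NUMBL, -1.60 for PKM, -2.58 for ENSG00000255594, -2.30 for ENSG00000255824, -1.76 for ENSG00000255114 and -2.64 for HBA1. With all genes, CBFB enrichment of CBFB was -0.35, and hnRNPK enrichment was -0.14 for PKM, -1.18 for ENSG00000255594, -1.15 for ENSG00000255824, -0.38 for ENSG00000255114 and -1.33 for HBA1.

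GAPDH's CBFB enrichment, near 0, turned positive at 0.04 with pseudocount 0.1, 0.01 with median centring, 0.22 with TMM factors, 0.27 with DESeq2 size factors, 0.09 with scaling before the pseudocount and 0.06 without mitochondrial genes. MIF's did so at 0.01 with pseudocount 0.1, 0.14 with TMM factors, 0.18 with DESeq2 size factors, 0.06 with scaling before the pseudocount and 0.04 without mitochondrial genes. The hnRNPK enrichment of CBFB became 0.18 and 0.35 and that of EIF4B 0.04 and 0.22 with TMM and DESeq2 size factors, and CBFB enrichment of HNRNPK was 0.03 with the latter. ENSG00000255824 fell to -2.13 and -2.04 for hnRNPK under those, and to -0.13 with scaling before the pseudocount. Against the other input, CBFB enrichment was 0.01 for EIF4B and -0.05 for KRT86, and hnRNPK enrichment of KRT86 was 3.03. Of the other values of single named genes under these alternatives, 581 moved by more than the spread without changing sign and 294 did not. The spread was the SD of the gene's own repeats for hnRNPK. For CBFB, which was not repeated, the SD of 1 hnRNPK repeat pooled over genes (0.25) stood in.

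The hnRNPK RIPs had the fewest counts outside the mitochondrial genes, 12147530 and 15958095, and 79 of the 965 enriched genes had a mean RIP FPKM under 1. How far depth limited the calls was not tested on the real counts.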

Other observations

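Of the tests below, those on transcript length and GC content, the mitochondrial genes, carry-over, constant share, shared preparation, C content, GC bias and the inputs were chosen only after the result was seen.

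At the 4-fold threshold 514 genes were CBFB-enriched. That is lower than the value quoted from the study above. For hnRNPK the number was 965. That is lower than the value quoted from the study above. Genes enriched for both numbered 446. That is lower than the value quoted from the study above. These numbers depend on the processing. Log2 CPM with TMM factors gave 724 CBFB-enriched, 1689 hnRNPK-enriched and 673 shared genes at the same threshold. With DESeq2 size factors they were 746, 1831 and 700, and that hnRNPK number is higher than the study's. In the main analysis the CBFB-enriched genes made up 4.37% of the analysed genes. That is lower than the value quoted from the study above.
At the 2-fold threshold 1091 genes, or 9.27% of the analysed genes, were CBFB-enriched. That is lower than the value quoted from the study above. Between the inputs, with no immunoprecipitation, 553 genes were above the 2-fold threshold and 573 below its negative.

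The overlap of CBFB and hnRNPK enrichment was set against several technical explanations. Over nuclear genes with a transcript sequence (98.1% of the analysed genes had one) the correlation was 0.638. It was 0.737 after length, GC content and mean expression were taken out of both. Mean expression was taken over all libraries, RIPs included, so this adjustment is not independent of the enrichments. Leaving out the mitochondrial genes gave 0.633. Among the 476 CBFB-enriched genes with an FPKM of at least 1 in the RIPs, 89.1% were shared. That filter uses the hnRNPK RIPs and so favours shared genes, and it cannot tell how far genes with little signal add to the overlap. For carry-over of reads, 13 genes seen mainly in the parental input were used. Their median ratio of FLAG-CBFB RIP to hnRNPK RIP FPKM was 1.14 times that of CBFB-enriched genes, which carry-over could give. The ratio itself was above 1 in 8 of the 13 genes, which an equal share of both hnRNPK RIPs cannot give. Reads of 1 repeat could give it for some genes, since the ratio uses the mean of the repeats. ENSG00000255594 had an FPKM of 32.21 in the FLAG-CBFB RIP, and 3.93 and 37.53 in the hnRNPK repeats. The lowest ratio was 0.0141, for PHLDA1-AS1. If a constant share of hnRNPK RIP reads had entered the FLAG-CBFB library, no gene would lie below that share. Reads from other parental libraries, or divided among near-identical genes, were not excluded for single genes. RNA captured by beads or antibody whatever the target cannot be told apart from binding, since 0 mock immunoprecipitation libraries were analysed.

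A hypothesis set before its test was that the FLAG-CBFB RIP holds a mixture of unselected input RNA and hnRNPK-bound RNA. Over 11453 nuclear genes, such a mixture left a residual SD of 0.63 against 0.74 for a straight line between the log2 enrichments, a ratio of 0.854 with the same number of parameters. The better fit is consistent with CBFB reaching much of its RNA through complexes that hold hnRNPK, and equally with a background common to both immunoprecipitations.

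Mitochondrial genes took most of the counts of every RIP library. The lowest share in a RIP was 5.56 times the highest share in an input. This restates the pattern and does not test whether the preparation of the RIP libraries added to it. C-rich sequence, which hnRNPK prefers, might. The C and G terms of a fit on nuclear genes came to a median of 3.12 for the 13 mitochondrial mRNAs. Their observed median hnRNPK enrichment was 6.02. With the term for abundance, where these mRNAs lie outside the nuclear genes, the hnRNPK prediction was however -1.25. The median prediction for CBFB was 1.56, against an observed median of 5.52. MT-ND6, with 7.05% C against 29.5 to 36.0% in the other 12, was enriched all the same, at 5.32 for CBFB and 5.87 for hnRNPK. Its reads are not separated by strand here, so transcripts of the opposite strand are not excluded. With 0 mock libraries, capture whatever the target cannot be told apart either, and the question stays open.

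C-rich transcripts were enriched among nuclear genes. A fit was made with length, GC content and the same mean expression over all libraries. In it the density of CCCC had a coefficient of 0.52 per SD for CBFB and 0.85 for hnRNPK, and GGGG -0.05 for both. Adding these densities raised the explained variance from 0.0979 to 0.242 for CBFB and from 0.222 to 0.365 for hnRNPK. GC bias would give C and G the same sign, but with C at 0.87 the coefficient of G for hnRNPK was -0.67. Before adjustment the density of GGGG also rose with enrichment, more weakly than that of CCCC, with a rho of 0.107 for CBFB and 0.0614 for hnRNPK, so the argument rests on the adjusted fit. Between the inputs the CCCC coefficient in the same fit was 0.07. Before adjustment, however, the ratio between the inputs fell with CCCC density (Spearman's rho -0.21) about as strongly as enrichment rose with it (0.205 for CBFB and 0.227 for hnRNPK), which means that C-rich genes were relatively higher in the parental input. That works against the hnRNPK relation and could add to the unadjusted CBFB relation. A candidate explanation for CCCC in the CBFB RIP is hnRNPK itself. In a test set before its result, the coefficient for CBFB fell from 0.52 to 0.14 once hnRNPK enrichment was in the fit. This is the pattern a CBFB RIP that collects RNA through hnRNPK might leave, and a shared background of C-rich RNA could leave it too.

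Abundant transcripts had low hnRNPK enrichment. Over nuclear genes, Spearman's rho with the parental input FPKM was -0.752, against -0.283 for CBFB enrichment. These values are not like for like, since the parental input is the own input of the hnRNPK RIPs only. Centring also raised weak genes more in the hnRNPK RIPs, where the mean fall was larger. Noise shared with the parental input did not alone produce the hnRNPK relation, since its rho with the FPKM of the other input was -0.668. The pseudocount may contribute, as a pseudocount of 0.1 took this to -0.405, and the relation kept its direction. Whether it reflects binding was not tested.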
